A study of Mus musculus with 65 samples. Its data were reported in "Gene expression atlas of the mouse central nervous system: impact and interactions of age, energy intake and gender" (2007).

How the data were processed

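Spinal cord RNA from 65 C57BL/6 mice was profiled, with 1 cDNA filter array per animal. Per the labels, total RNA was reverse transcribed with a radioactive nucleotide and hybridized to 1 of the filters of the NIA mouse 17K clone set, which carries 8448 features. The filters were read from phosphor screens and quantified with ArrayPro. The deposited value of each feature is a z-score computed by the authors within each array, so every column had mean 0 and SD 1, and column medians lay between -0.13 and -0.04. The score unit of the deposited table is therefore the SD of that array. The log base, the background treatment and the mean and SD of each array's intensities are not stated, so differences are given in array SD units and cannot be turned into fold changes. No values were missing, and precision is limited by the number of arrays.

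Of the 8448 probes, 4788 carry 1 gene symbol, 212 carry several and 3448 carry none. Together they name 3905 genes, 713 of them by 2 or more probes. Of the probes with 1 symbol, 4780 matched a mouse gene by gene ID in the reference annotation, 0 with another symbol, and 8 did not match. Every probe was tested. Probes are referred to by gene symbol, or by their number in the deposited table where no single symbol applies.

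Groups were taken from the sample labels. They were the 16 combinations of sex, age cohort and diet, with mice fed ad libitum (AL) or kept on caloric restriction (CR). Differential expression was tested with limma 3.58.1 in R 4.3.3. A group-means model was fitted to all 65 arrays, each contrast averaged the sexes with equal weight, and moderated statistics were adjusted by Benjamini-Hochberg over the 8448 probes within each of 15 contrasts. A probe was called at an adjusted p under 0.05. Means and SDs are plain group values, whereas differences and standard errors (SE) come from the model. The model averages the sexes, so a difference can depart slightly from the gap between the group means.

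Gene lists for cell types, metabolism, protein turnover, signaling and stress were fixed beforehand, and 21 lists with at least 5 measured genes were tested. Each gene was represented by its brightest probe. The test was camera with a preset inter-gene correlation of 0.01, adjusted over the lists within a contrast, with camera at an estimated correlation and fry beside it. Lists with fewer than 5 measured genes were not tested: oligodendrocyte and myelin (4 genes), endothelium and meninges (3), red blood cell (2), skeletal muscle (1), and peripheral nerve and ganglion (0).

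Named genes followed a fixed rule. For each contrast these are the 8 largest rises and the 8 largest falls among called genes, or all of them where fewer passed. Up to 4 members of each list with the smallest p were added, as were those of a list of genes that the study named or measured by PCR. Where a contrast had no calls, some genes with small p were named after their values were seen, without a rule, as were genes called only without 3 arrays described in the report. The lists, the naming rule, the main tests and contrasts and some alternative settings were chosen before the data were examined. Other tests and settings, and the comparison of 24 with 6 mo CR mice, were added after data were seen, as stated below.

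The alternatives chosen beforehand were quantile normalization, probes with a mean z-score above 0 only, fixed terms for the 5 cycles of array numbers, array weights, a fit on the compared groups only, the selection criteria of the published methods, and leaving out each array in turn. Those criteria were a mean z-score above 0, a z-ratio of at least 1.5 in either direction and an unadjusted p under 0.05, here from a linear model with sex. The z-ratio is the difference divided by the SD of the differences of all probes. The further variance analysis of the published methods was not run. For the lists, the mean of all probes of a gene was also tried. Alternatives chosen after seeing the data were leaving out 3 arrays, subtracting per array the median deviation of neighboring spots within 2 rows and 2 columns of the same filter block (position correction), both together, and array weights by a gene-by-gene algorithm. The last was added because the default algorithm did not converge. Background correction by normexp was not run, because uncorrected intensities are not used here.

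Each comparison was repeated on up to 100 seeded splits of its arrays within sex, or within age and diet for the comparison of sexes. Spread between animals and the relation of diet to age differences were tested by permutation with 99 draws, and the correlation between sexes with 999 draws. The procedure was tested on simulated data, with known differences added to 200 of the 8448 probes. In the comparison of 24 with 6 mo AL mice, 28.8% of differences of 0.2, 75% of 0.3 and 95.4% of 0.5 array SD were recovered. In the comparison of CR with AL at 24 mo the shares were 14.1%, 64.1% and 90.3%. In that of 33-44 d with 17-21 d AL mice they were lower, at 7.46%, 25.7% and 81%. Unchanged probes called in these simulations numbered 12, 9 and 7. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.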

Results

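The data are expression scores for 8448 cDNA probes in the spinal cord of 65 mice. The AL mice numbered 40 and the CR mice 25, with 34 females and 31 males. CR began in young adults and was brought in by steps. The AL cohorts were 17-21 d (n = 5), 33-44 d (n = 5), 6 mo (n = 10), 16 mo (n = 10) and 24 mo (n = 10). The CR cohorts were 6 mo (n = 8), 16 mo (n = 10) and 24 mo (n = 7). The 3 male CR mice of the 24 mo cohort were 673 d old, whereas the other mice of that cohort were 703 to 743 d old.

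Most arrays were alike. The correlation of an array with the median array had a median of 0.989 and reached 0.994. The 3 lowest values belonged to male 6 mo AL replicate 3 (0.706), female 6 mo CR replicate 3 (0.899) and male 6 mo CR replicate 2 (0.922). They are called the 3 low-correlation arrays below, carry consecutive array numbers and all come from the 6 mo cohorts. The lowest value among the other arrays was 0.957, in male 24 mo CR replicate 1.

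**Figure D1:**
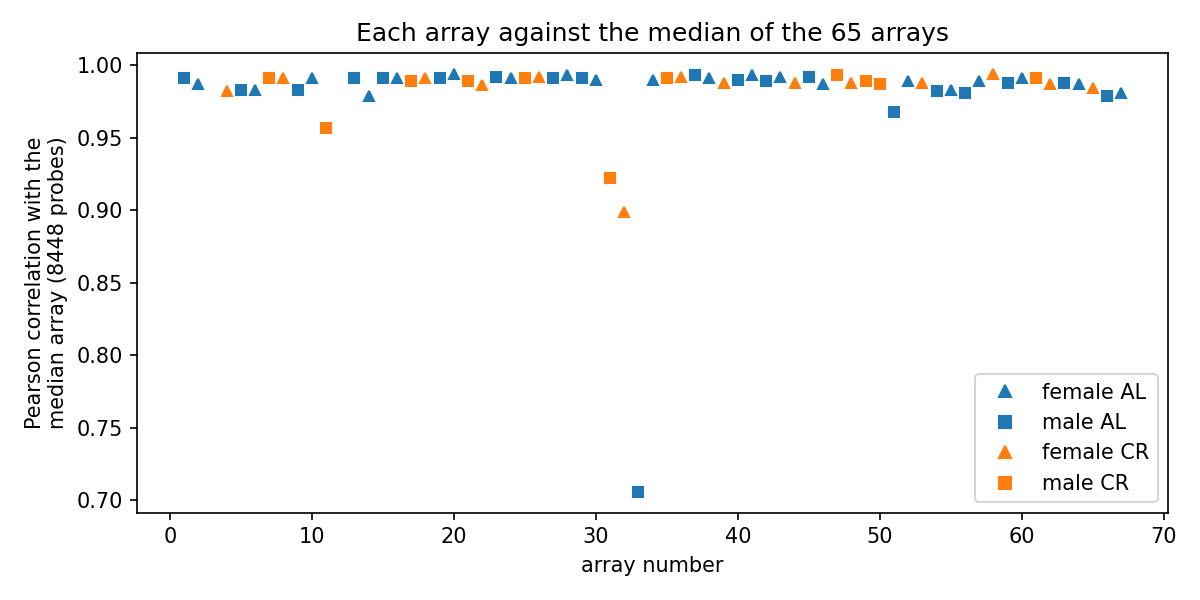
Pearson correlation of each array with the median of the 65 arrays across 8448 probes (vertical axis) against array number (horizontal axis); triangles are females, squares males, blue AL and orange CR. The 3 lowest arrays lie at 0.706, 0.899 and 0.922, below the lowest other value of 0.957.

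The comparison of 24 with 6 mo AL mice spanned adult life. Mt2, a metal-binding metallothionein, rose from -0.03 ± 0.20 (SD, n = 10) at 6 mo to 0.44 ± 0.20 (SD, n = 10) at 24 mo, a difference of 0.47 (SE 0.074, adjusted p = 0.000443). Fth1, the heavy chain of the iron store ferritin, rose from 1.99 ± 0.41 to 2.47 ± 0.16, by 0.48 (SE 0.099, adjusted p = 0.0199). Brat1, which encodes a partner of the DNA damage kinase ATM, rose by 0.29 (SE 0.056) to 1.60 ± 0.11 (adjusted p = 0.0147). Prl7a1, a prolactin-family gene best known from placenta, rose by 0.42 (SE 0.088) to 0.12 ± 0.14 (adjusted p = 0.0283). For each of these genes all 10 of the 24 mo AL mice lay above the 6 mo AL median.

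The astrocyte list rose over the same interval (camera, adjusted p = 1.24e-06, and adjusted p = 0.03 with an estimated correlation). All 6 of its measured genes had a difference above 0, with a mean of 0.238, and 4 genes passed when adjusted over the list alone, against 1 over all probes. Besides Mt2 the members that passed within the list were Cst3, Mt1 and Atp1b2. Cst3, the secreted protease inhibitor cystatin C, was 1.09 ± 0.18 at 24 mo and 0.79 ± 0.24 at 6 mo (difference 0.31, adjusted p = 0.000318 within the list and 0.0995 over all probes). Mt1 differed by 0.30 (adjusted p = 0.000727 and 0.136) and Atp1b2, a sodium pump subunit, by 0.32 (adjusted p = 0.00108 and 0.21). Above the 6 mo median lay 9 of 10 old mice for Cst3 and Mt1 and 10 of 10 for Atp1b2, but 6 of 10 for Aldoc and 1 of 10 for Glul. Aldoc and Glul, the latter encoding glutamine synthetase, each differed by 0.02, and Glul by -0.14 without male 6 mo AL replicate 3. Without the 3 low-correlation arrays the mean of the list was 0.166, with Mt2 at 0.42, Cst3 at 0.25, Atp1b2 at 0.23, Mt1 at 0.21, Aldoc at 0.02 and Glul at -0.14.

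The list of glucocorticoid and energy restriction responses also rose (adjusted p = 0.0165, and adjusted p = 0.03 with an estimated correlation). It has 14 measured genes, 11 with a difference above 0, and its 2 genes that passed over the list alone were Mt1 and Mt2, which both lists share; over all probes 1 passed. Without this pair the unadjusted camera p was 0.00352 for the 4 remaining astrocyte genes and 0.23 for the 12 remaining genes of the other list, and leaving out the 3 low-correlation arrays as well it was 0.0344 and 0.079. Cytosolic ribosomal proteins rose by camera (adjusted p = 1.01e-06), with 27 of 30 genes above 0 and 3 genes, Rpl6 (0.30), Rps20 (0.26) and Rps26 (0.19), past the threshold adjusted over the list alone and 0 over all probes. Oxidative phosphorylation genes rose by camera (adjusted p = 0.0126), with 22 of 28 genes above 0 and 0 past the threshold either way. Both of these lists had an adjusted p = 0.464 with an estimated correlation. Leaving out the 3 low-correlation arrays took the mean difference of the ribosomal list from 0.129 to 0.052 (adjusted p = 0.0161) and that of oxidative phosphorylation from 0.076 to 0.030 (adjusted p = 0.237); after position correction the latter had 0.29.

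Markers of other cell types did not pass as lists: the adjusted camera p was 0.467 for microglia and immune genes and 0.555 for neuron and synapse genes. B2m of the former differed by 0.15 and Tubb3 of the latter by 0.14. Lysosome genes had an adjusted p of 0.0735. Their member Npc2, a cholesterol transfer protein, differed by 0.17 and the tetraspanin Cd63 by 0.29. For Cd63, male 6 mo AL replicate 3 read -1.8, against -0.93 to -0.49 in the other 6 mo AL arrays. That reading lowers the 6 mo mean, so the Cd63 difference is smaller without this array. Of the lysosome genes 2 passed adjusted over the list alone and 0 over all probes. Oxidative stress defence had 0.214 (Gstp1 0.16), chaperones and heat shock 0.295 (Hspb1 0.18), and each had 1 gene past the threshold over the list alone and 0 over all probes. After position correction the lysosome and oxidative stress defence lists each passed (adjusted p = 0.0232), whereas with an estimated correlation each had 0.464 and without the 3 low-correlation arrays they had 0.56 and 0.35. Of the remaining lists, adjusted p values were 0.295 for glycolysis and citrate cycle, 0.349 for collagen and extracellular matrix and for the sex markers, 0.412 for the proteasome (Psmb4 0.19), 0.555 for cholesterol synthesis, 0.563 for the cell cycle, 0.583 for Werner and telomere proteins, 0.654 for mitochondrial ribosomal proteins and for Notch signaling, 0.82 for ubiquitin enzymes and 0.868 for Wnt signaling. The Werner and telomere list had 23 measured genes. Wrn, the Werner gene itself, was not among them, nor were the genes of TRF1, tankyrase 1 and p23, which the study named. The list therefore does not test the study's finding on Werner. Fry, which does not compare a list with other genes, put 9 lists past the threshold for 24 against 6 mo, 3 of them also past by camera. It put 10 past for 16 against 6 mo and 0 in every other comparison.

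By limma, 5 probes were called between 24 and 6 mo AL mice, all higher at 24 mo, with 765 at an unadjusted p under 0.05 and 422 expected by chance. The remaining one was probe 8164, which has no single symbol (difference 0.34, SE 0.059, adjusted p = 0.0019). A fit on the 20 arrays of the compared groups alone gave 0 calls and an adjusted p of 0.0891 for Mt2. After position correction Brat1 (0.17, adjusted p = 0.186) and Prl7a1 (0.28, adjusted p = 0.0725) were not called. The count was 2 without female 6 mo AL replicate 1 or male 24 mo AL replicate 5, 3 without female 24 mo AL replicate 1 or female 6 mo AL replicates 2 or 5, 8 without female 24 mo AL replicate 5 and 14 without male 6 mo AL replicate 5. Mt2 and probe 8164 were called in all 20 fits that left out 1 array. Fth1 was called in 15 of them (highest adjusted p 0.0797), Brat1 in 18 (0.0706) and Prl7a1 in 12 (0.139).

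Without the 3 low-correlation arrays 13 probes were called, all higher at 24 mo, and they held the same 5. Genes added were Pkp2, a desmosome component (difference 0.31), Itga1, a collagen-binding integrin subunit (0.28), Sh3bp5l (0.27), Ints5, a second probe of Cd63 and 1 of the 2 probes of Crebbp, a histone acetyltransferase (0.21, the other -0.05).

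**Figure D2:**
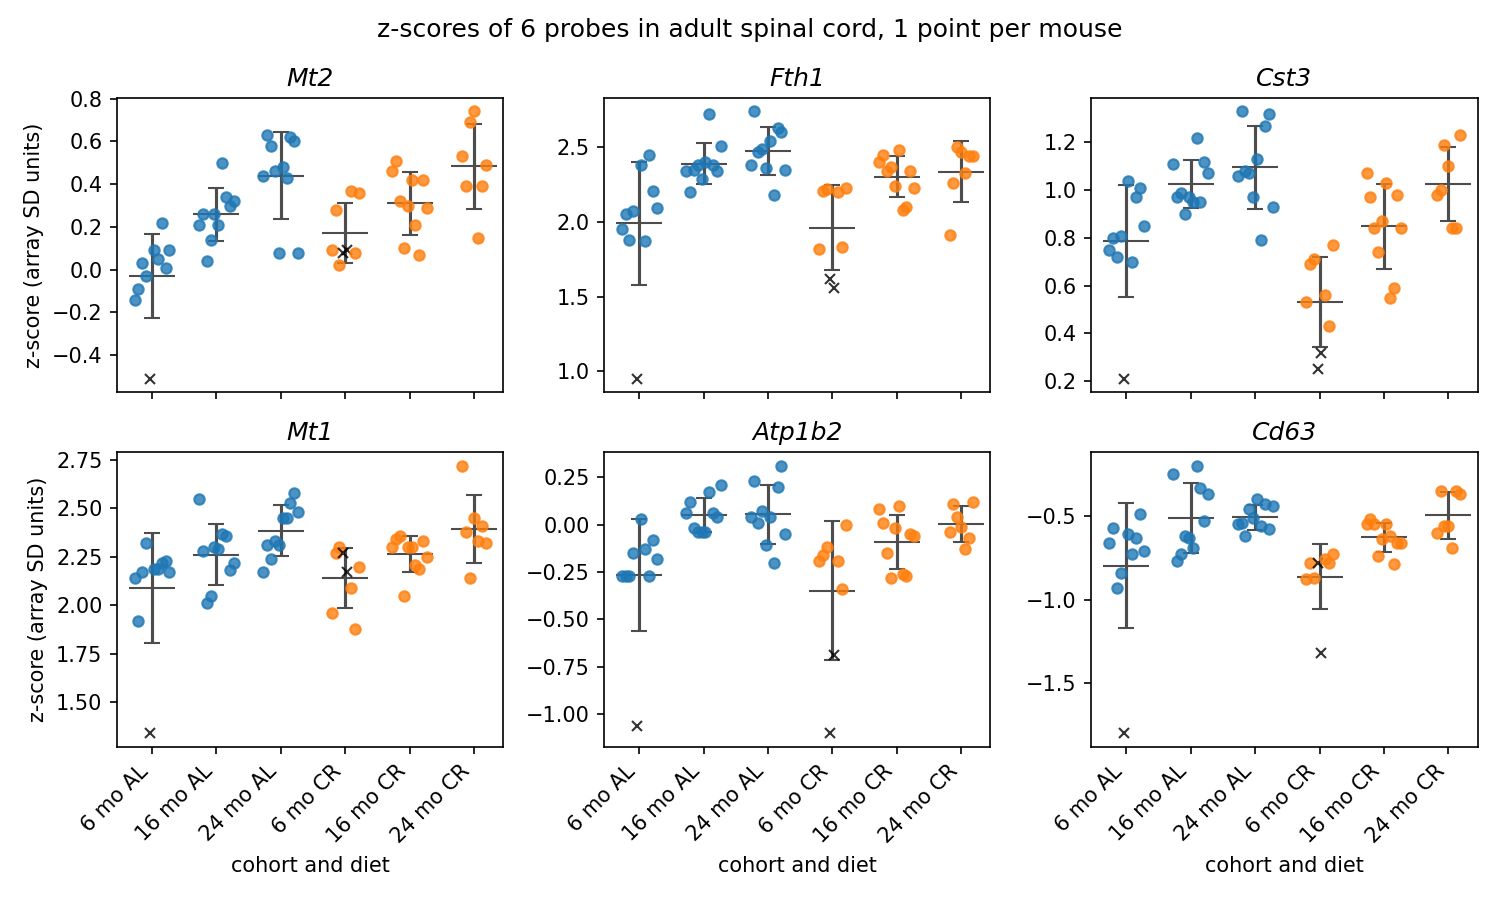
z-scores in array SD units (vertical axis) of the brightest probe of Mt2, Mt1, Cst3, Atp1b2, Fth1 and Cd63 by cohort and diet (horizontal axis), with 1 point per mouse, bars showing mean ± SD and black crosses marking the 3 low-correlation arrays. Mt2 in AL mice lay at -0.03 at 6 mo, 0.26 at 16 mo and 0.44 at 24 mo.

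The step from 6 to 16 mo in AL mice was the earlier of the study's age intervals. Probe 8164 rose from 0.29 ± 0.15 (SD, n = 10) to 0.62 ± 0.14 (SD, n = 10), by 0.32 (adjusted p = 0.00857), and was the only call of 8448. The cytosolic ribosomal protein list rose (29 of 30 genes above 0, adjusted p = 1.85e-05), as did oxidative phosphorylation (26 of 28 genes, adjusted p = 0.00221) and the astrocyte list (adjusted p = 0.00734). All 3 had an adjusted p = 0.629 with an estimated correlation. Lysosome genes had an adjusted p of 0.115, which was 0.016 after position correction and 0.629 with an estimated correlation. Adjusted over the list alone, 4 astrocyte genes passed, against 0 over all probes. Named members with small p were Rpl37a (difference 0.26), Rpl23a (0.23), the electron carrier cytochrome gene Cyc1 (0.20) and Mt2 (0.29, adjusted p = 0.292). Without male 6 mo AL replicate 3 the differences of Rpl37a, Rpl23a and Cyc1 were 0.15, 0.134 and 0.118. By limma 1292 probes had an unadjusted p under 0.05, and 557 without the 3 low-correlation arrays. Among those not called, Fth1 differed by 0.40 (adjusted p = 0.253) and Cdk8, a Mediator kinase, by 0.30 (adjusted p = 0.117). The call was lost without male 16 mo AL replicate 1 (adjusted p = 0.0581) and in a fit on the compared groups alone (adjusted p = 0.585). The count was 2 without female 6 mo AL replicate 1, male 16 mo AL replicate 3 or female 16 mo AL replicate 3, and 8 without male 6 mo AL replicate 5.

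The step from 16 to 24 mo in AL mice is the interval by which the study defined aging-associated genes. No gene changed by the limma test. Elovl6, a fatty acid elongase, was 0.33 ± 0.14 (SD, n = 10) at 16 mo and 0.50 ± 0.14 (SD, n = 10) at 24 mo, a difference of 0.17 (adjusted p = 1), whereas its 4 other probes differed by -0.07 to 0.01. Hif1a, the hypoxia-responsive transcription factor, differed by -0.79 with an SD of 1.69 among the 24 mo mice (-0.37 without female 24 mo AL replicate 5), and Psma4, a proteasome subunit, by 0.24. Limma called 0 probes, with 282 at an unadjusted p under 0.05 (845 without the 3 low-correlation arrays), and 373 met the criteria of the published methods (262 higher and 111 lower at 24 mo). No list passed, and the smallest adjusted p was 0.121, for Werner and telomere proteins and for glucocorticoid and energy restriction responses. The astrocyte list had 0.123.

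Among young AL mice, the cohort of 33-44 d was compared with that of 17-21 d and then with the 6 mo cohort. Oxidative phosphorylation genes fell between the young cohorts by camera (22 of 28 genes below 0, adjusted p = 0.00943, and adjusted p = 0.555 with an estimated correlation). Sdhb differed by -0.19 (-0.107 without female 33-44 d AL replicate 1) and Ndufb6 by -0.16 (-0.107 without male 33-44 d AL replicate 3), and 0 genes of the list passed adjusted over the list alone or over all probes. After position correction the adjusted p was 0.212. From 33-44 d to 6 mo Elovl6 went from 0.60 ± 0.10 (SD, n = 5) to 0.34 ± 0.09 (SD, n = 10), a difference of -0.27 with adjusted p = 0.397 over all probes and 0.0027 over the list of study genes described below. The 4 other probes of Elovl6 differed by -0.11 to 0.09. One probe of Pik3r1, a regulatory subunit of phosphoinositide kinase, differed by -0.39 (adjusted p = 0.265), its other probe by 0.02, and Phactr1 by -0.47 (adjusted p = 0.397). Limma called 0 probes in each comparison, with 73 and 147 at an unadjusted p under 0.05 (174 and 175 without the 3 low-correlation arrays), and 47 and 13 met the criteria of the published methods. After position correction Elovl6 was the 1 probe called from 33-44 d to 6 mo. Without female 33-44 d AL replicate 1 the counts were 3 and 4. Cytosolic ribosomal protein genes had an adjusted p of 0.967 from 33-44 d to 6 mo; without the 3 low-correlation arrays they rose (mean difference 0.060, adjusted p = 4.17e-05, and 0.328 with an estimated correlation).

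CR was compared with AL at each adult age to ask how diet alters expression. At 6 mo Srrm2, a splicing factor of nuclear speckles, was -0.10 ± 0.17 (SD, n = 8) under CR and 0.18 ± 0.15 (SD, n = 10) under AL (adjusted p = 0.482). Cst3 differed by -0.27 (adjusted p = 0.482). Cytosolic ribosomal protein genes had an adjusted p of 0.399, and fell without the 3 low-correlation arrays (mean difference -0.059, adjusted p = 0.0226, and 0.799 with an estimated correlation). At 16 mo Cdk8 differed by -0.24 and Srrm2 by -0.22 (adjusted p = 0.998 for each), and oxidative phosphorylation genes fell by camera (25 of 28 genes below 0, adjusted p = 0.00844, and adjusted p = 0.999 with an estimated correlation). Of that list Atp5d differed by -0.12 and Ndufb7 by -0.10, with 0 genes past the threshold adjusted over the list alone or over all probes, and the list had an adjusted p of 0.46 after position correction. At 24 mo Tnks1bp1, a tankyrase-binding protein, was 0.77 ± 0.13 (SD, n = 7) under CR and 1.03 ± 0.13 (SD, n = 10) under AL (difference -0.27, adjusted p = 0.354). Limma called 0 probes at 6, 16 and 24 mo, with 639, 187 and 941 at an unadjusted p under 0.05, and 595, 517 and 1689 without the 3 low-correlation arrays. The criteria of the published methods were met by 83, 268 and 595 probes.

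Leaving out the 3 low-correlation arrays, none of which is from a 24 mo mouse, gave 232 calls at 24 mo, 201 lower and 31 higher under CR. Those arrays enter this contrast through the shared estimate of spread. A limma fit on the 17 arrays of the compared groups alone, which also leaves them out, gave 0 calls, with 1244 probes at an unadjusted p under 0.05 and fewer arrays to estimate spread. Among the lower genes were Nup155, a nuclear pore protein (-0.37), Ankle2 (-0.34), Azin1, an activator of polyamine synthesis (-0.31), the Hippo pathway kinase gene Lats1 (-0.31, its other probe -0.21), Hgh1 (-0.31), Ercc4, a DNA repair nuclease (-0.30), Dnaaf5 (-0.28) and Tnks1bp1 (-0.27, adjusted p = 0.0134). One probe of Rrm2, a ribonucleotide reductase subunit, was lower too (-0.30), whereas its other probes differed by 0.01 and 0.09. Among the higher genes were Rai1 (0.25), Zc3h18 (0.24), the steroid-synthesis enzyme gene Cyp17a1 (0.24), Mrpl38 (0.23), Prkcd, a protein kinase C (0.23), Uck2 (0.22), Vps4b (0.21) and 1 of the 2 probes of Atp13a1 (0.23, the other 0.03). Over the alternatives and left-out arrays tried for Tnks1bp1 at 24 mo, the adjusted p ran from 0.0134 to 0.968. Leaving out a further array gave 0 calls for male 24 mo CR replicate 1, 21 for female 24 mo AL replicate 1, 56 for female 24 mo CR replicate 4, 150 for male 24 mo AL replicate 2, 154 for male 24 mo AL replicate 3, 372 for female 24 mo AL replicate 3, 446 for male 24 mo AL replicate 4 and 598 for male 24 mo CR replicate 2. The description of male 24 mo AL replicate 2 names another, younger animal than its title and characteristics, by which it was grouped, so its identity is in doubt.

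Averaged over the 3 adult ages, Srrm2 fell under CR, from 0.16 ± 0.14 (SD, n = 30) to -0.05 ± 0.17 (SD, n = 25), with a difference of -0.21 (SE 0.042, adjusted p = 0.0153). Syne4, a nuclear envelope protein, fell from 0.73 ± 0.13 to 0.56 ± 0.14, with a difference of -0.17 (SE 0.037, adjusted p = 0.0465). Probe 1409, which has no single symbol, fell from 1.41 ± 0.15 to 1.23 ± 0.14, with a difference of -0.20 (adjusted p = 0.0153). A second probe of Eif3a, a translation initiation factor, rose by 0.15 (adjusted p = 0.0275), whereas the 5 other probes of Eif3a differed by -0.05 to 0.04. That second probe was not called after position correction (adjusted p = 0.0595) or with array weights (adjusted p = 0.322). Cst3 differed by -0.18 (adjusted p = 0.165), and 0 lists passed by camera. Limma called these 4 probes, with 987 at an unadjusted p under 0.05, and 0 without the 3 low-correlation arrays, where Srrm2 had an adjusted p of 0.0533. Over its alternatives the adjusted p of Srrm2 ran from 0.00775 to 0.322. Syne4 was not called with quantile normalization (adjusted p = 0.0531), terms for the array cycle (0.0675), array weights (0.353) or without the 3 low-correlation arrays (0.0886), and was called in 24 of the 55 fits that left out 1 array. The count was 0 without male 24 mo CR replicate 1 or male 6 mo CR replicate 2. It was 2 without any of female 24 mo AL replicate 1, female 6 mo AL replicates 3 or 5, female 16 mo AL replicate 3, male 24 mo AL replicate 3, female 16 mo CR replicate 4, male 24 mo CR replicate 3 or male 16 mo CR replicate 5. It was 7 without female 6 mo CR replicate 5, 8 without female 24 mo CR replicate 1, 10 without female 16 mo AL replicate 2, 13 without male 24 mo AL replicate 4, 16 without male 6 mo CR replicate 1 and 52 without male 6 mo AL replicate 3.

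The study asked how far CR reverts age differences. By the criteria of the published methods, 262 probes were higher in 24 than in 16 mo AL mice, and 195 of these (74.4%) were lower under CR at 24 mo. Of the 111 age-lowered probes 2 (1.8%) were higher under CR, and 4.66% of all probes were lower under CR. The 24 mo AL arrays enter both comparisons with opposite signs. With diet labels shuffled, 99 draws gave a share of age-raised probes with a median of 12.3% and a highest value of 67.7%. With separate 24 mo AL arrays for each comparison, pooled over 100 splits, the shares were 33.9% and 0.19%. The slope of the diet difference on the age difference across probes was -0.831 (jackknife SE 0.358 over arrays), against -0.514 (95% of draws from -0.998 to -0.0108) with shuffled arrays. Of those 99 draws, 4 had a covariance as low as the observed one. Probes are not independent replicates. With separate arrays the slope averaged -0.263 and ran from -0.584 to 0.102 over the splits, 84 of 100 of them below 0. With shuffled arrays 95% of draws of that average lay from -0.433 to 0.335, and 9 of 99 draws had a covariance as low, so the slope with separate arrays is not set apart from chance.

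A list of genes that the study named or tested by PCR was compiled beforehand, and 8 of its genes were measured: Elovl6, Hif1a, Hsp90aa1, Jag1, Ndrg1, Nlk, Tnks1bp1 and Uchl1. It does not hold every gene that the study names; some, such as Ctnna1 and Usp46, stand in other lists. With all arrays and no position correction, none passed over all probes in any age or diet comparison. Adjusted over the list alone, Elovl6 passed between 33-44 d and 6 mo (-0.27), between 16 and 24 mo (0.17, adjusted p = 0.0321) and between 6 and 24 mo (0.17, adjusted p = 0.041), and Tnks1bp1 passed for CR at 24 mo (adjusted p = 0.0186). At these steps the 4 other probes of Elovl6 differed by -0.11 to 0.09, -0.07 to 0.01 and -0.07 to -0.00. The list was compiled from what the study reports on several regions, these samples among them, so these counts are not independent evidence. Between 6 and 24 mo Nlk, a kinase of Wnt signaling, differed by 0.11, Hif1a by -0.71 and Hsp90aa1 by 0.08, with Hsp90aa1 at -0.053 without the 3 low-correlation arrays. Without male 6 mo AL replicate 3 Nlk differed by 0.064, and Hif1a ran from -0.831 to -0.287 with 1 array left out, its values nearest 0 coming without male or female 24 mo AL replicate 5. The other probe of Nlk differed by 0.01 and the 5 other probes of Hsp90aa1 by -0.01 to 0.28. As a list these genes did not pass by camera in any comparison (adjusted p = 0.468 between 24 and 6 mo AL mice and 0.775 for CR at 24 mo), whereas fry gave 0.0488 between 24 and 6 mo AL mice.

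Females were compared with males over the adult groups. Genes of glycolysis and citrate cycle were higher in females as a list (17 of 20 genes, adjusted p = 0.00689), as were oxidative phosphorylation (23 of 28, adjusted p = 0.00689), astrocyte (5 of 6, adjusted p = 0.0106) and cytosolic ribosomal protein genes (22 of 30, adjusted p = 0.0494), while cholesterol synthesis genes were lower (8 of 8, adjusted p = 0.0494). None of these 5 lists passed with an estimated correlation (adjusted p from 0.593 to 0.669) or without the 3 low-correlation arrays. Cytosolic ribosomal protein and cholesterol synthesis genes each had an adjusted p of 0.0537 with terms for the array cycle and 0.104 after position correction. Cholesterol synthesis also had 0.0723 with quantile normalization and 0.209 with the mean of all probes of a gene, where the ribosomal list passed. The other lists passed under each of these settings. The differences were small, with Aldoa at 0.16, Sdhd at 0.12, Glul at 0.14 and Lss at -0.09, and without male 6 mo AL replicate 3 they were 0.101, 0.069, 0.083 and -0.044. Of these lists 0 genes passed adjusted over the list alone or over all probes. Limma called 0 probes, with 309 at an unadjusted p under 0.05, and 102 met the criteria of the published methods. The probe of the Y-linked gene Eif2s3y read -0.74 ± 0.16 (SD, n = 29) in females and -0.73 ± 0.20 (SD, n = 26) in males, so it could not be used to check the sex labels. Eif2s3x, its X-linked counterpart, differed by -0.06.

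Interactions asked whether diet or age acted differently by sex, and whether diet altered the age step. Cytosolic ribosomal protein genes had a higher CR minus AL difference in females than in males at 16 mo (24 of 30 genes above 0, adjusted p = 0.00254), as did oxidative phosphorylation genes (23 of 28, adjusted p = 0.0305), and both had an adjusted p = 0.657 with an estimated correlation. Oxidative phosphorylation had 0.0694 with quantile normalization and 0.0582 after position correction. Wnt signaling genes had an adjusted p of 0.202 for sex by diet at 24 mo, which was 0.00754 after position correction and 0.324 with an estimated correlation. The step from 16 to 24 mo in AL mice was higher in females for cytosolic ribosomal protein genes (28 of 30 genes, adjusted p = 0.00125, and adjusted p = 0.958 with an estimated correlation). Of these lists 0 genes passed adjusted over the list alone or over all probes; Rpl36a differed by 0.38 in the former interaction, but by 0.102 without female 16 mo CR replicate 2, and Rpl29 by 0.21 in the latter. Limma called 0 probes for sex by diet at 6, 16 and 24 mo, diet by age and sex by age, with 876, 29, 68, 598 and 67 at an unadjusted p under 0.05. Without the 3 low-correlation arrays these numbers were 169, 97, 324, 1369 and 289, with 422 expected by chance, and diet by age had 31 calls, 30 of them lower. These calls included Hgh1 (-0.38), Azin1 (-0.38) and Dnaaf5 (-0.35). A limma fit of diet by age on the compared groups alone gave 0 calls, with 1262 at an unadjusted p under 0.05. Without male 6 mo CR replicate 1 sex by diet at 6 mo had 2 calls.

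Spread between animals was compared because the study described it as larger in old mice, showing cortex and striatum. The median ratio of the within-group SD at 24 mo to that at 6 mo in AL mice was 0.586 (permutation p = 0.13, two-sided). Without male 6 mo AL replicate 3 it was 1.014, the value also found without all 3 low-correlation arrays (permutation p = 0.89).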

Values the study reported

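In the spinal cord the study reported that 3.8% of all genes were aging-associated, most of them upregulated. It reported that nearly 50% of the genes upregulated in the aging spinal cord were reverted under CR, against fewer than 5% of the downregulated ones. CR was said to affect fewer than 0.5% of genes in any region. More than 90% of CR-responsive spinal cord genes were given as downregulated at 6 and 24 months, and less than 40% at 16 months. Elsewhere the study described most CR-responsive genes of the spinal cord as lower in mice of middle and old age. Variability between samples was described as larger in old than in young animals, with a figure for cortex and striatum, not the spinal cord.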

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

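Tests chosen after the result was seen were those without the 3 low-correlation arrays, those without male 24 mo CR replicate 1 as well, the position correction, and the use for the astrocyte list of terms for the array cycle, which were themselves chosen beforehand.

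Male 6 mo AL replicate 3 stood apart from the other arrays of its group, with a correlation with the median array of 0.706 against 0.983 to 0.992. Female 6 mo CR replicate 3 read 0.899 against 0.982 to 0.994. In the 6 mo AL cohort the former array was also the lowest for Mt2 (-0.51, others -0.14 to 0.22), Fth1 (0.95, others 1.87 to 2.45), Brat1 (0.89, others 1.21 to 1.49), Prl7a1 (-1.16, others -0.42 to 0.14), probe 8164 (-0.09, others 0.23 to 0.47) and the mean of the astrocyte list (0.0833, others 0.753 to 0.958). Female 24 mo AL replicate 4 was high for probe 8164 (0.88, others 0.53 to 0.65). Of 25 tests of a measure within a group, 9 had an array past the limit, whereas chance gives about 1 in 20 groups; 7 of the 9 concern male 6 mo AL replicate 3, so they are not separate findings. Ribosomal protein genes differed between sexes in their diet difference at 16 mo (adjusted p = 0.00254), as did oxidative phosphorylation genes (adjusted p = 0.0305), but both had an adjusted p of 0.657 with an estimated correlation. Ribosomal protein genes also differed between sexes in the step from 16 to 24 mo (adjusted p = 0.00125, but 0.958 with an estimated correlation).

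The astrocyte list was higher in 24 than in 6 mo AL mice, through Mt2, Cst3, Mt1 and Atp1b2 but not Aldoc or Glul. The genes of GFAP and vimentin, which the study names for astrocytes, were not among its 6 measured genes. Whether astrocytes as such changed was not tested. The 3 low-correlation arrays are argued against as the whole source, since the list had an adjusted p of 0.000347 without them. Filter position is argued against as the whole source too, with an adjusted p of 5.34e-10 by camera at the preset correlation after position correction. No value with an estimated correlation is given for that setting. The correction was also partial, as the residual correlation with the spot in the next row was still 0.219 within a block. Each cycle of array numbers holds both sexes of both cohorts in equal number, so a shift between cycles cancels from the difference. The adjusted p of 3.1e-06 with terms for the cycle is therefore not a separate test of the cycle. Within each cycle the 6 mo AL arrays carry lower numbers than the 24 mo AL arrays, and this mostly holds in CR mice. The order within a cycle is thus not separated from age. The CR means share no array with the AL comparison, although spread was estimated from all arrays together. In CR mice the list also rose from 6 to 24 mo. The camera p was 0.000181, the adjusted p 0.0019 and the unadjusted p with an estimated correlation 0.0233. Without the 3 low-correlation arrays these values were 0.00543, 0.057 and 0.0371, so the adjusted p no longer passed. A rise with age may account for this and remains a hypothesis. The order within a cycle, what changed in the tissue, RNA quality and background were not tested.

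For CR at 24 mo limma called 232 probes once the 3 low-correlation arrays were left out, 201 lower and 31 higher, and 0 with all arrays. Their number depends on single arrays: 0 probes were called without male 24 mo CR replicate 1 as well, 21 without female 24 mo AL replicate 1 and 56 without female 24 mo CR replicate 4. Without male 24 mo CR replicate 1 the median difference of the 232 probes was 0.197 in the direction of the call (median SE 0.0632). With it these values were 0.229 and 0.0592. Leaving out male 24 mo CR replicate 2 instead gave the same median SE of 0.0632 and 598 calls. What ended the calls was not tested. As the probes were chosen with replicate 1 in, the smaller difference does not decide how far they rest on it. The female and male CR minus AL differences, which share no array, had a correlation across probes of 0.447 (one-sided permutation p = 0.016; 95% of shuffled labels from -0.408 to 0.41), so an influence of diet may also be present. That relation was weaker without male 24 mo CR replicate 1 (0.347, permutation p = 0.05), after position correction (0.423, permutation p = 0.043, within the 95% of shuffled labels from -0.458 to 0.46) and after both (0.258, permutation p = 0.142), and the 3 male CR mice were also younger than the other old mice, which the design does not separate from diet.

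The share of age-raised probes that were lower under CR was 74.4% with shared 24 mo AL arrays and 33.9% with separate ones. Sharing of arrays may therefore account for part of it, although the separate sets also held fewer arrays. With diet labels shuffled within sex, only the real labels gave a share as high with separate arrays (1 of 100, the highest other 31.1%), so some reversal may come with diet. The slope with separate arrays was not set apart from chance (9 of 99 draws with a covariance as low). The 3 male CR mice were 673 d old, younger than the other 24 mo mice, which the design does not separate from diet. Without male 24 mo CR replicate 1 the shares were 64.5% and 27.3%, which were not tested against shuffled labels.

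Other splits of the arrays were compared with the real one. Few splits, the real one counted, gave as many calls for 24 against 6 mo AL mice (2 of 100 splits, 5 calls, highest other 154). The same held for 16 against 6 mo (4 of 100, 1 call, highest other 1182) and for CR averaged over ages (2 of 100, 4 calls, highest other 4). These shares were not adjusted over the comparisons, so they make chance less likely but do not exclude it. Splits with 154 and 1182 calls, many times the real count, point to a structure of the samples. Without the 3 low-correlation arrays few splits gave as many calls for 24 against 6 mo AL mice (1 of 100, 13 calls, highest other 4). The same held for CR at 24 mo (1 of 100, 232 calls, highest other 145) and for 24 against 6 mo CR mice (2 of 100, 203 calls, highest other 214). For the 12 comparisons with 0 calls all 100 splits gave as many, as any split must, so these splits say nothing about chance there. Their highest other counts were 1098 for 6 mo against 33-44 d, 3497 for CR at 6 mo, 1 for CR at 24 mo, 97 for sex, 3584 and 3 for sex by diet at 6 and 24 mo, 10 for diet by age and 1 for sex by age, and 0 for 33-44 d against 17-21 d, 24 against 16 mo, CR at 16 mo and sex by diet at 16 mo. The splits with 1098, 3497, 97 and 3584 calls again point to a structure of the samples.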

How the results depend on the processing

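Settings chosen after seeing the data were those without the 3 low-correlation arrays, the position correction, both together and the gene-by-gene array weights. Among single genes, 577 values under alternatives kept their direction and side of the threshold, 19 became weaker, 3 stronger and 4 reversed. With 1 array left out these numbers were 2475, 61, 3 and 2. Quantile normalization and the restriction to probes with a mean z-score above 0 moved no count by more than 1.5 times. Normexp was not run. Signal over background is not given in the table, so its limit on dim probes is unknown. The cause of the changes below was not tested, apart from the fit on the compared groups, which has fewer arrays to estimate spread.

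Under the criteria of the published methods the counts were 47 (33-44 d against 17-21 d), 13 (6 mo against 33-44 d), 110 (16 against 6 mo), 373 (24 against 16 mo), 129 (24 against 6 mo), 83, 268 and 595 (CR at 6, 16 and 24 mo), 334 (CR averaged over ages) and 102 (sex). Terms for the array cycle gave 2 calls for 6 mo against 33-44 d. Array weights gave 6 for 6 mo against 33-44 d, 2 for 16 against 6 mo, 85 for 24 against 6 mo, 0 for CR averaged over ages and 23 for diet by age. By the gene-by-gene algorithm these weights gave 6 for 6 mo against 33-44 d, 10 for 16 against 6 mo, 73 for 24 against 6 mo, 9 for CR at 6 mo, 18 for CR averaged over ages and 3 for sex by diet at 6 mo. A fit on the compared groups only gave 0 for 16 against 6 mo and 0 for 24 against 6 mo.

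Without the 3 low-correlation arrays there were 13 calls for 24 against 6 mo, 232 for CR at 24 mo, 0 for CR averaged over ages and 31 for diet by age. Position correction gave 1 call for 6 mo against 33-44 d, 2 for 16 against 6 mo and 17 for CR averaged over ages. Both together gave 1 for 6 mo against 33-44 d, 2 for 16 against 6 mo, 19 for 24 against 6 mo, 1 for CR at 16 mo, 385 for CR at 24 mo, 12 for CR averaged over ages and 317 for diet by age. An estimated correlation left 2 of 17 list calls. The slope with separate arrays was -0.263, and the spread ratio without the 3 low-correlation arrays was 1.014. Hsp90aa1 between 24 and 6 mo was -0.046 with array weights and -0.053 without the 3 low-correlation arrays. For CR at 24 mo, position correction gave -0.044 for Hsp90aa1 and -0.050 for Nlk.

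With each array left out in turn, counts ran from 0 to 3 (33-44 d against 17-21 d), 0 to 4 (6 mo against 33-44 d), 0 to 8 (16 against 6 mo), 2 to 14 (24 against 6 mo), 0 to 52 (CR averaged over ages) and 0 to 2 (sex by diet at 6 mo). The spread ratio ran from 0.557 to 1.014. Between 24 and 6 mo Hsp90aa1 ran from -0.053 to 0.137 and Tnks1bp1 from -0.011 to 0.127, its only value below 0 coming without male 6 mo AL replicate 5.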

Other observations

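The comparison of gene expression between 24 and 6 mo CR mice, the fits without the 3 low-correlation arrays and the tests of neighboring spots were added after the main comparisons were seen.

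CR mice of 24 and 6 mo were compared as a check, as their means share no array with the AL comparison. Spread was estimated from all arrays together, so the p values are not fully separate. Cst3 rose from 0.53 ± 0.19 (SD, n = 8) to 1.03 ± 0.16 (SD, n = 7), by 0.50 (adjusted p = 0.00417). Mt2 differed by 0.30 and Atp1b2 by 0.39, and Fth1 by 0.37 (adjusted p = 0.176, 0.151 and 0.176). Atp1b2 differed by 0.24 without male 6 mo CR replicate 2 and by 0.19 without the 3 low-correlation arrays, where Mt2 differed by 0.27 and Fth1 by 0.25. Aldoc differed by -0.03 and Glul by 0.19, and without those arrays by -0.10 and 0.01. The cytosolic ribosomal protein list rose (camera adjusted p = 2.58e-07, and p = 0.0726 with an estimated correlation), and so did oxidative phosphorylation (adjusted p = 0.0101, and p = 0.165 with an estimated correlation). Their adjusted p without the 3 low-correlation arrays was 4.17e-05 and 0.861. Limma called 3 probes.

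Without the 3 low-correlation arrays 203 probes were called in CR mice, 192 higher and 11 lower at 24 mo. Higher genes included Cst3 (0.41), Hmgcs1, an enzyme of cholesterol synthesis (0.35), Abcf1 (0.34), Glmp (0.34), Anxa11 (0.34) and Rpl27 (0.33). Lower ones included Fbxo38 (-0.46), Serf2 (-0.25), Rae1 (-0.21) and Sgms1 (-0.20). In AL mice 165 of the 192 were also above 0, against 53% of all probes. An unadjusted p under 0.05 was reached by 15 of the 192 and by 526 of all 8448 probes, counting rises only. The count was 2 without male 24 mo CR replicate 1, 8 without male 6 mo CR replicate 3, 14 without male 6 mo CR replicate 1, 18 and 45 without female 6 mo CR replicates 1 and 2, 31 and 83 without female 24 mo CR replicates 4 and 3, and 598 without male 24 mo CR replicate 3.

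By the criteria of the published methods 4.42% of probes differed between 24 and 16 mo AL mice, 70.2% of them higher. CR met these criteria for 0.982% of probes at 6 mo, 3.17% at 16 mo and 7.04% at 24 mo. That is higher than the value quoted from the study above, which it gave beside genes responding across ages. Of the probes that met them, 57.8% were lower under CR at 6 mo, 64.6% at 16 mo and 66.2% at 24 mo. That is lower at 6 and 24 mo and higher at 16 mo than the percentages quoted from the study above, while most probes being lower at 16 and 24 mo is also what its other statement says. These comparisons are not like for like, as the study added an analysis of variance and counted over more genes than the probes used here.

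Neighboring spots varied together. The residual correlation with the spot in the next row was 0.479 within a filter block and 0.215 across a block border, and 0.219 within a block after position correction. The median residual SD went from 0.161 to 0.126. For 643 genes with probes in different blocks, the 2 brightest probes had a median correlation over arrays of 0.0702, against -0.0307 for random pairs. The spread ratio of 24 to 6 mo in CR mice was 0.742 (permutation p = 0.37), and 1.284 without the 3 low-correlation arrays (permutation p = 0.07).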
